A study of Homo sapiens with 4 samples. Its data were reported in "Nuclear and cytoplasmic poly(A) binding proteins (PABPs) favor distinct transcripts and isoforms" (2022).

How the data were processed

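RNA was measured by sequencing in nuclear and cytoplasmic fractions of formaldehyde-crosslinked HEK293T cells, a human embryonic kidney line that carries the SV40 large T antigen. There were 4 libraries in 2 fractions, with 2 biological replicates of each fraction. Each library was made from 400 ng of RNA with a ribosomal RNA depletion and stranded kit and was read from both ends for 100 nt. Because the same mass of RNA went into every library, the values are relative to each fraction's RNA and do not give amounts per cell.

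The authors aligned the reads to the hg38 assembly with STAR and counted them per gene with featureCounts over exons and introns together. Their annotation was a GENCODE release extended with genes that were present only in the NCBI annotation. Stretches covered by more than 1 gene and transcripts marked as readthrough were removed from it by the authors before counting. The authors then compared the fractions with DESeq2, with the fold change given as cytoplasm over nucleus. A positive value means a higher normalized count in the cytoplasmic fraction, on the scale of the authors' size factors. It is not always a larger share of the cytoplasmic total, because the normalized totals of the fractions differed by a log2 ratio of 0.66. Because intronic reads were counted, unspliced RNA contributes to a gene's value in either fraction.

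The deposited table holds 1 row per gene and no value for a single library. Its mean normalized count is a signal per gene that the authors averaged over all 4 libraries. The log2 fold change and its standard error are the authors' DESeq2 estimates on the log2 scale. The statistic is the authors' Wald score, and the deposited p-value and adjusted p-value come from the same test. The table has 51740 rows with 51699 distinct gene identifiers, and 41 identifiers were listed on more than 1 row. No fold change was given for 19262 rows with a mean of 0. Of the 32478 rows with a fold change, 23333 had an adjusted p-value, and these were taken as the tested genes. No tested gene shared its identifier with another tested gene. The lowest mean normalized count of a tested gene was 1.63.

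The table was checked against itself. The score differed from the fold change divided by its standard error by at most 1.79e-07. The p-value recomputed from the normal distribution differed from the deposited one by at most 0.496%, and the Benjamini-Hochberg adjusted p-value recomputed over the tested genes by at most 0.845%. The adjusted p-value was listed as 0 for 9 genes.

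The depth of each library was read from the low values of the authors' mean. A gene with 1 count in 1 library has a mean equal to the inverse of 4 times that library's size factor, and 4 such steps were found. All 9806 genes with a mean of at most 2 (100%) were whole-number combinations of the steps. The steps of both nuclear libraries held 2309 genes and those of both cytoplasmic libraries held 1076 genes, assigned to a fraction by the sign of the fold change. Which replicate number belongs to which step is not known from the table. The mean of each fraction was then computed from the mean over all libraries and the fold change. The steps give the library of a count only for the lowest genes, such as those with 1 count in all. Counts of single libraries were not recovered for the other genes, whose means pool all 4 libraries, so no count test was run here. The intended edgeR test of counts was replaced by the authors' own adjusted p-values, as had been set out for this case before the data were examined.

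A gene was called higher in a fraction at an adjusted p-value of at most 0.01, the study's threshold for this comparison. Gene sets were fixed before the data were examined. They were the ribosomal protein genes, replication-dependent histone genes, zinc finger genes named ZNF and a number, mitochondrially encoded protein genes, genes of secretory and membrane proteins, immediate early genes, snoRNA host genes and genes transcribed by RNA polymerase III. Protein-coding and lncRNA genes were taken from the biotype in the deposited table. For each set the median log2 fold change was placed among 10000 random lists of tested genes with the same number of genes from each of 20 bins of mean normalized count. This percentile describes these libraries and is no test across replicates. These lists were not matched on gene length, although total gene length was related to the fold change (Spearman correlation -0.708). A fraction mean at or under 3 counts in its deeper library was treated as the floor, and a fold change was then given as a bound. Medians with bounds were placed among lists with bounds, a step added after the data were seen. These limits cover counting error only.

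Gene length, exon structure, GC content and coordinates came from GENCODE 44 on hg38, the assembly the authors used, in a later annotation than theirs. Identifiers were matched without their version, and 99.1% of the tested genes and 99.95% of the tested protein-coding genes had a match. Exonic length is the union of the annotated exons of a gene, and intron length is the remainder of its span. GC content is that of a gene's spliced transcript sequences, pooled over its transcripts. Spearman correlations with length were computed across protein-coding genes with a mean normalized count over 50, with a 95% interval from 1000 resamples of genes. Genes are not independent replicates, so this interval describes the spread across genes.

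The genes named in the report were set by a rule before the data were examined. They are XIST, NEAT1, MALAT1, PABPN1 and PABPC1, and among called genes with a symbol and a mean over 50 the 5 protein-coding and the 3 lncRNA genes with the largest log2 fold change in each direction. Of the genes so chosen, 2 are not reported here. At most the highest and lowest member of another set is named, and any further gene is said to be chosen after its values were seen.

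The alternatives tried were a minimum mean of 50, an absolute log2 fold change over 0.5, an adjusted p-value under 0.05, Benjamini-Hochberg and Bonferroni adjustment over every gene with a p-value, centring on the median of the protein-coding genes, leaving out the mitochondrially encoded genes, a median weighted by precision, other minimums for the length correlation, total gene length, and leaving out ribosomal protein genes. Scaling to equal library totals and setting genes at the floor to their bound were added after the data were seen. For a shifted scale, the p-value was recomputed from the shifted fold change and the authors' standard error.

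The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. They were tested on simulated data, with counts drawn for 4 libraries at the means and size factors of the real ones and 200 genes changed. Among 13892 genes, 100% of the changed genes were recovered and 0.990% of the calls were false. The dispersion and the size factors were given to that test, so these rates are not those of DESeq2. Only abundant genes were changed, each by a large fold change, so the recovery says nothing of small changes or of genes with few counts. In a separate check on the simulated counts, the size factors were recovered without error from 7636 low genes.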

Results

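To ask where RNAs reside in the cell, HEK293T cells were separated into a nuclear and a cytoplasmic fraction, and the RNA of both was sequenced. There were 2 nuclear and 2 cytoplasmic libraries. Library totals were implied by assuming the same normalized sum in both libraries of a fraction, which could not be tested. Under that assumption, the deeper nuclear library held 24319689 counts on genes and the shallower one 21567508. The implied totals of the cytoplasmic libraries were 24481541 and 21660855. Size factors were 1.34 and 1.19 for the nuclear libraries and 0.853 and 0.755 for the cytoplasmic libraries, so that the normalized counts summed to 18136040 in the nuclear and 28705052 in the cytoplasmic fraction. The 10 genes with the highest means held 20.4% of the normalized counts in the cytoplasmic fraction and 4.54% in the nuclear fraction.

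Among the 23333 tested genes, 12221 (52.4%) differed between the fractions in the authors' deposited table, with a DESeq2 adjusted p-value of at most 0.01. Of these, 6046 were higher in the cytoplasmic fraction and 6175 in the nuclear fraction. The cytoplasmic share of the calls was therefore 49.5%. Scaled to equal library totals, an alternative chosen after the data were seen, the split was 3777 cytoplasmic to 8930 nuclear genes, a cytoplasmic share of 29.7%. Under this scale every log2 fold change was lower by 0.66, and all 6175 nuclear calls and 3777 of the cytoplasmic calls were kept. An absolute log2 fold change over 1 was reached by 9314 called genes, 4500 in the cytoplasmic and 4814 in the nuclear direction. The median standard error of the log2 fold change was 0.29 over all tested genes and 0.16 over the 13894 genes with a mean normalized count over 50, so that differences in genes with few counts were less precise.

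The nuclear lncRNAs fixed in advance served as a check of the fractions from the nuclear side. XIST (ENSG00000229807, hg38 chromosome X, 73820649 to 73852723, minus strand) had a log2 fold change of -4.22 with a standard error of 0.10 in the authors' deposited table, where its adjusted p-value was listed as 0. Its normalized counts made up 1.82% of the nuclear total and 0.0617% of the cytoplasmic total. MALAT1 (ENSG00000251562, chromosome 11, 65497640 to 65508073, plus strand) was at -3.47 with a standard error of 0.13 and an adjusted p-value of 6.02e-148 in the authors' deposited table. NEAT1 (ENSG00000245532, chromosome 11, 65422774 to 65445540, plus strand) was at -3.09 with a standard error of 0.13 and an adjusted p-value of 3.22e-116 in the authors' deposited table. All 3 differences exceeded the replicate error. Both other scalings lower every log2 fold change, so they could not reverse a nuclear direction and are no test of it.

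The study concerned PABPN, a nuclear protein that binds poly(A) tails, and its cytoplasmic counterpart PABPC, and the mRNAs of both were higher in the cytoplasmic fraction. PABPC1 (chromosome 8, 100685816 to 100722809, minus strand) had a log2 fold change of 1.37 with a standard error of 0.13 and an adjusted p-value of 1.58e-24 in the authors' deposited table. In the authors' deposited table, PABPN1 (chromosome 14, 23321457 to 23326163, plus strand) was at 1.09 with a standard error of 0.16 and an adjusted p-value of 1.3e-10. With equal library totals, PABPN1 moved to 0.43 with an adjusted p-value of 0.0167, recomputed from the DESeq2 standard errors, and no longer passed the threshold.

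Among called protein-coding genes with a symbol and a mean normalized count over 50, the 5 with the largest cytoplasmic fold changes were all replication-dependent histone genes. The authors' deposited table gave log2 fold changes of 4.44 for H2BC21 (chromosome 1), 4.42 for H2BC9, 4.38 for H3C2 and 4.35 for H2BC7 (all 3 on chromosome 6), and 4.34 for H2BC18 (chromosome 1). Their standard errors in the authors' deposited table ranged from 0.12 for H2BC21 to 0.15 for H2BC7. Histone genes have near-identical copies, so the assignment of reads to a single member is uncertain.

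In the nuclear direction, the reported protein-coding genes with large fold changes spanned from 275 kb for KCTD8 to 1504 kb for FHIT. CADM2 (chromosome 3, 84958989 to 86074429, plus strand) was at -5.91 with a standard error of 0.26 and an adjusted p-value of 3.28e-109 in the authors' deposited table. The authors' deposited table listed log2 fold changes of -5.80 for KCTD8, -5.24 for FAM155A and -5.19 for FHIT. KCTD8 had the largest standard error of these in the authors' deposited table, 0.61, at a mean normalized count of 123.5.

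INSIG1-DT and SNHG16 were among the lncRNA genes with large cytoplasmic fold changes that had a symbol and a mean normalized count over 50. They stood at 3.46 and 3.19 in the authors' deposited table, with standard errors of 0.54 and 0.11. By the same criteria, the lncRNA genes with the largest nuclear fold changes had few cytoplasmic counts. LINC00907 and LINC02886 were at or under the floor of 3 counts in the cytoplasmic fraction, and the counts in the authors' deposited table placed them at least 61.4-fold and 36.9-fold lower there. MIR325HG had a log2 fold change of -5.83 with a standard error of 0.51 in the authors' deposited table. Of the 19 reported genes that the rule named, 18 kept their call and direction under both other scalings, the exception being PABPN1. For the genes on the nuclear side this is no test of direction, because both scalings lower every log2 fold change.

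**Figure D1:**
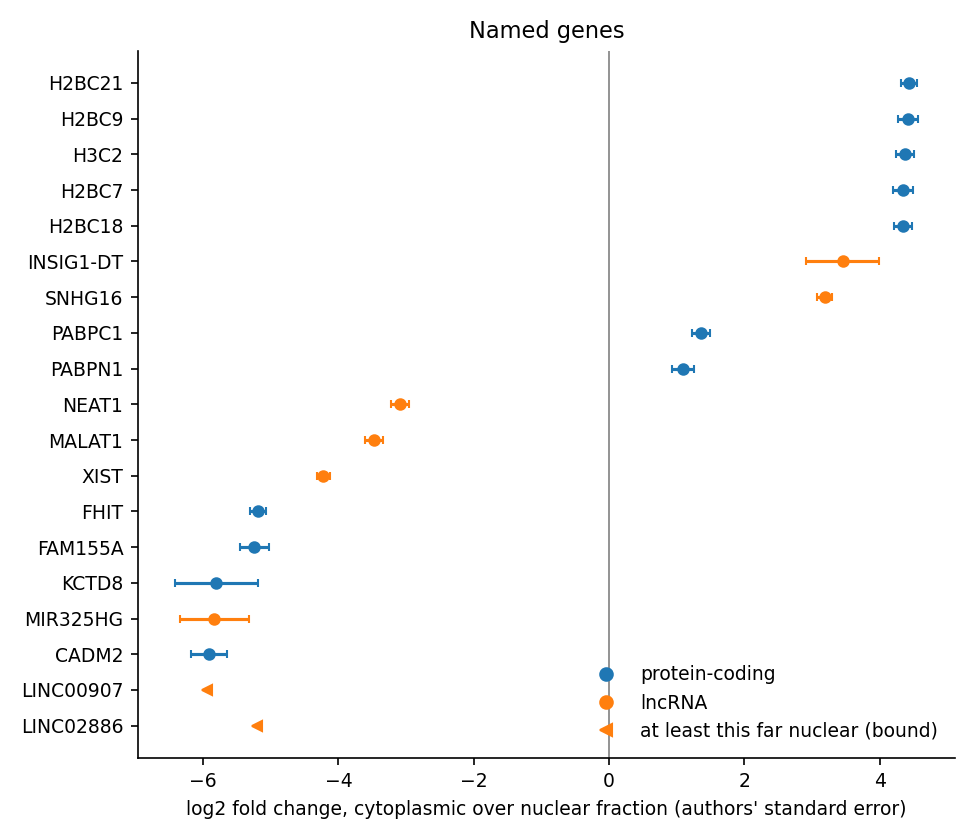
Log2 fold change of the cytoplasmic over the nuclear fraction (horizontal axis) for the 19 reported genes that the rule named, with the authors' standard error as bars and triangles for lncRNA genes given as bounds. The histone genes lie between 4.34 and 4.44, and XIST, MALAT1 and NEAT1 lie between -4.22 and -3.09.

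Coding and non-coding RNAs were compared next. The 15336 protein-coding genes had a median log2 fold change of 0.11, which became -0.55 with equal library totals, and 5453 were higher in the cytoplasmic and 4349 in the nuclear fraction. The 5800 lncRNA genes had a median of -1.04, below all 10000 lists matched on mean normalized count, with 341 cytoplasmic and 1423 nuclear genes. The cytoplasmic share of the calls was 55.6% for protein-coding and 19.3% for lncRNA genes. One fraction was at or under the floor for 2117 lncRNA genes and both were for 254. With the former at their bound and the latter left out, the lncRNA median was -0.50, against -0.20 to -0.06 for the 10000 matched lists treated in the same way.

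Ribosomal protein genes were compared because the study describes their transcripts as mostly cytoplasmic. Of 80 listed genes, 79 were tested, and all 79 were higher in the cytoplasmic fraction, as were all 79 when adjusted over the list alone. Their median log2 fold change was 3.53, above all 10000 matched lists, of which the highest reached 1.67. With equal library totals it was 2.87. The members ranged from 2.46 for RPL22 to 4.01 for RPS23 in the authors' deposited table.

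Replication-dependent histone genes, whose mRNAs lack a poly(A) tail, had a median of 4.13 over 62 genes, above all 10000 matched lists. Of these, 56 were higher in the cytoplasmic fraction and 0 in the nuclear fraction, and 58 were higher in the cytoplasmic fraction when adjusted over the list alone. The lowest member was H4C9 at 0.38 with a standard error of 1.66 in the authors' deposited table.

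The 441 zinc finger genes had a median of -0.10, at the 10.5th percentile of the matched lists. The calls were 121 cytoplasmic and 136 nuclear, and 121 and 137 when adjusted over the list alone.

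The 13 mitochondrially encoded protein genes had been set in advance as a check of the fractions, since mitochondria lie outside the nucleus. Their median log2 fold change was 0.49, at the 67.4th percentile of the matched lists, whose medians centred on 0.20. With equal library totals it changed sign to -0.18. The list did not stand out as cytoplasmic, so this check was not passed, and the reason was not tested. There were 7 cytoplasmic and 3 nuclear genes at the threshold, and the same numbers when adjusted over the list alone. The members ranged from -1.85 for MT-ND6, with a standard error of 0.26, to 3.42 for MT-ND3, with a standard error of 0.42, in the authors' deposited table.

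The remaining lists had positive medians under the deposited scale and both other scalings. Of 50 genes of secretory and membrane proteins, 30 were higher in the cytoplasmic and 7 in the nuclear fraction, with the same numbers when adjusted over the list alone. Their median was 0.76, at the 91.5th percentile of the matched lists, and 0.09 with equal library totals. The 22 immediate early genes had a median of 1.45, at the 99.9th percentile, with 14 cytoplasmic and 0 nuclear genes over all genes tested and when adjusted over the list alone. For 15 tested snoRNA host genes the median was 1.84, also at the 99.9th percentile, with 11 cytoplasmic genes and 1 nuclear gene by either adjustment. Of 12 listed RNA polymerase III genes, 8 were tested under the listed symbols. Their median was 3.27, above all 10000 matched lists, or 2.67 with 3 genes at their bound, against at most 2.51 for lists with bounds, and 5 were cytoplasmic and 0 nuclear by either adjustment. In the histone, immediate early and RNA polymerase III lists, 0 genes were lower in the cytoplasmic fraction at an unadjusted p-value under 0.05 as well. The matched lists of all these sets were matched on mean count and not on length. Protein-coding genes in the decile with the shortest span had a median of 2.24, so the percentiles do not separate a set from the length of its genes.

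**Figure D2:**
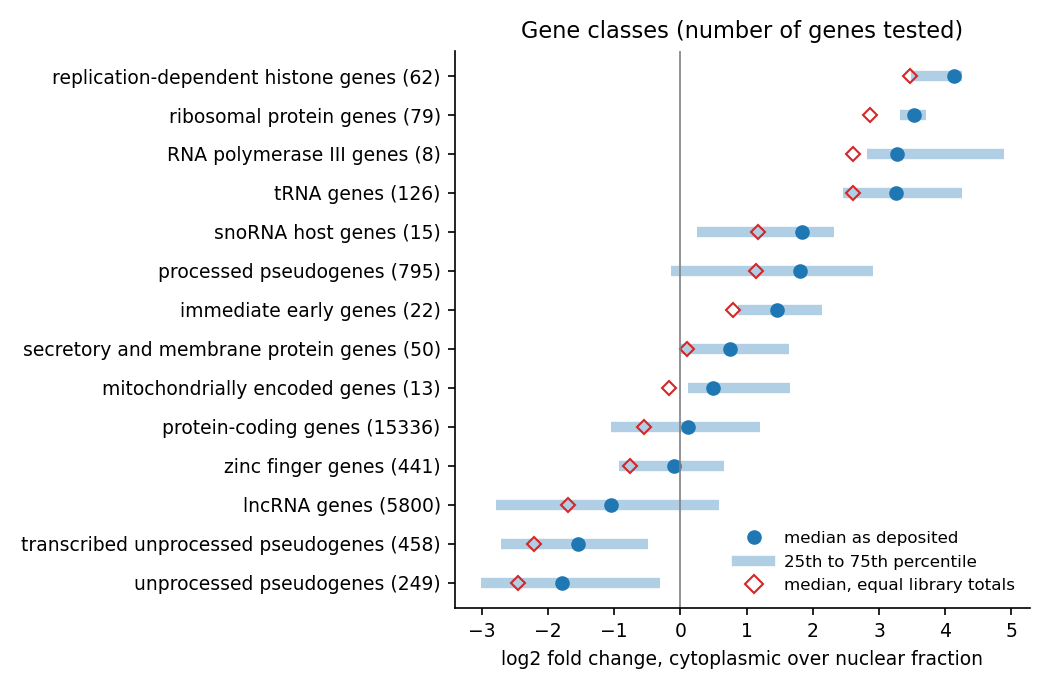
Median log2 fold change of each gene class (filled circles) with the interquartile range of its genes (bars) and the median with equal library totals (open diamonds), on a horizontal axis of log2 cytoplasmic over nuclear fraction. Histone and ribosomal protein genes lie highest at 4.13 and 3.53, and the protein-coding and mitochondrially encoded medians change sign with equal library totals.

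The study related the length of the coding sequence to the binding of both proteins. Here other measures of length, exonic length and total gene length, were set against the fold change between fractions. Across 12134 protein-coding genes, the Spearman correlation of exonic length with log2 fold change was -0.454 (95% interval -0.470 to -0.439 across genes). Total gene length gave the largest departure from it, -0.708. In the decile of genes with the shortest span, with a median of 4.11 kb, the median log2 fold change was 2.24 and 89.95% of the genes were higher in the cytoplasmic fraction. In the decile with the longest span, with a median of 299 kb, the median was -2.03 and 91.5% of the genes were higher in the nuclear fraction. Genes annotated with several exon blocks numbered 11881 and had a median of 0.19, or -0.47 with equal library totals. The 214 protein-coding genes with a single exon block, histone genes left out, had a median of 2.32, or 1.65 with equal library totals. Of these, 197 were higher in the cytoplasmic and 4 in the nuclear fraction.

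**Figure D3:**
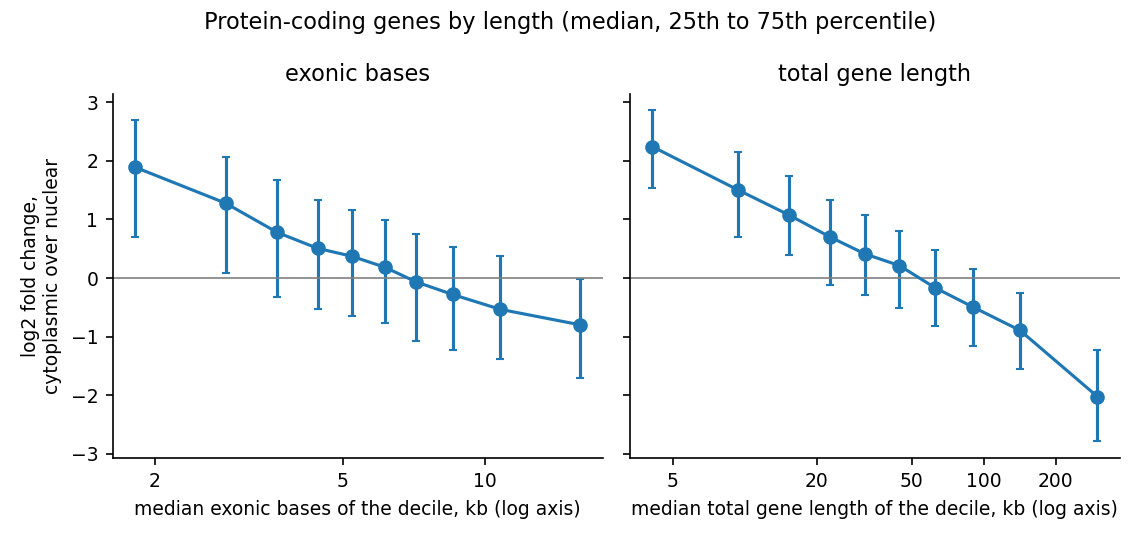
Median log2 fold change (points) and interquartile range (bars) of protein-coding genes in deciles of exonic length and of total gene length, with the median length of each decile in kb on a log axis. From the shortest to the longest decile the median falls from 1.89 to -0.80 for exonic length and from 2.24 to -2.03 for total gene length; equal library totals would lower every point by 0.66.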

Values the study reported

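The study reported that its fractionation libraries held at least 28M reads each, with an average of 29M. It gave the average share of uniquely mapped reads in them as 82%.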

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

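Counts of calls were within 1.5 times those on the deposited scale under all but 2 of the alternatives run. With Bonferroni adjustment over every gene with a p-value, the nuclear calls numbered 3999 and the cytoplasmic ones 4378, since a stricter adjustment passes fewer genes. Scaled to equal library totals, 3777 genes were higher in the cytoplasmic fraction. Of the 12221 calls, 9952 were kept with their direction under equal totals and 14 passed in the opposite direction. With centring on the protein-coding median, 11822 were kept.

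No replicate spread of a median could be had from the table. The set's median standard error was used in its place, which is the error of a single gene and wide for a median. Equal library totals, chosen after the data were seen, lowered every median by 0.66. It gave 2.87 for ribosomal protein genes, -0.55 for protein-coding genes, 3.47 for replication-dependent histone genes, -0.76 for zinc finger genes and -0.18 for mitochondrially encoded genes, so that the protein-coding and mitochondrial medians changed sign. This follows from the construction of the shift. The lncRNA median stayed negative throughout, from -1.91 with a minimum mean of 50 to -0.50 with genes at their bound. Under the minimum mean, centring, weighting and bounds, the medians ran from 0 to 0.26 for protein-coding genes, 3.42 to 3.53 for ribosomal protein genes, 4.02 to 4.21 for histone genes, -0.21 to -0.09 for zinc finger genes and 0.38 to 0.49 for mitochondrially encoded genes.

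The Spearman correlation of exonic length with log2 fold change stayed negative under each alternative. It was -0.358 with no minimum mean, -0.496 over genes with a mean over 500 and -0.708 with total gene length. The cause of the change with the minimum was not tested. Without the ribosomal protein genes it was -0.450, inside the interval across genes.

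No paired analysis was possible because the deposited table holds no value per library. For the same reason the planned edgeR and DESeq2 fits, TMM and total-count normalization, the low-count filters on libraries, the replicate block, leave-one-out fits and pseudocounts were not run. Whether a single library decides a call is therefore not known. Depth limits the lncRNA comparison, with a median standard error of 1.05 and a median mean normalized count of 10.7 in that class.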

Other observations

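All tests in this part were chosen after the results, or values closely related to them, had been seen, and genes named here outside the rule were chosen after their values were seen. No biological explanation beyond the fraction itself was tested.

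Long protein-coding genes were on the nuclear side. Intronic reads were counted with exonic reads, so a candidate explanation is unspliced RNA in the nucleus, which adds more counts to genes with longer introns. The rank partial correlation of intron length with log2 fold change, given exonic length, GC content and mean count, was -0.612 across 12134 genes, and few single-exon genes were nuclear (1.87% without histone genes, against 33.7% of genes with several exon blocks). The length of the spliced transcript may also contribute, since the partial correlation of exonic length given intron length, GC content and mean count was -0.189. GC content of the spliced transcripts as the whole cause is argued against by the partial correlation of intron length given that GC content, -0.665. The GC content of introns was not measured, so a bias acting on intronic reads is not excluded. Exonic and intronic counts cannot be separated in the table, so nuclear retention of spliced mRNA from long genes stays open.

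The small nuclear RNA 7SK (331 bases, chromosome 6, 52995620 to 52995950) had the highest mean in the table and was on the cytoplasmic side, at 2.997 with a standard error of 0.12 in the authors' deposited table. It made up 5.92% of the cytoplasmic and 1.17% of the nuclear normalized counts. Centring as the cause is argued against, because 7SK was higher than 97.2% of the protein-coding genes, a rank no shift can change, and it stayed at 2.33 with equal library totals. The 11 tested copies held 0.423% of the family's counts. This share cannot decide whether reads of copies were assigned to 7SK, since such reads would be missing from the copies. Leakage of soluble nuclear RNA during lysis, which was done without magnesium and with detergent, may explain the cytoplasmic side of 7SK. The 5 snRNA genes with a mean over 50 had a median of -0.48, from -1.15 to 1.74, with 2 above 0. All 40 tested snRNA genes had a median of 0.23, at percentile 93.6 of lists matched on mean count. With 13 genes at their bound it was 0.55, at percentile 98.9 of lists with bounds. Of the 40, 20 were above 0, with 7 cytoplasmic and 4 nuclear calls. The median of 0.23 became -0.44 with equal library totals. The median mean normalized count of the 40 was 10.7. They include genes with pseudogene names, such as the highest and lowest members, RNU2-17P and RNU6-45P, so they are a weak guide to leakage. As the snRNA genes went both ways, leakage and true cytoplasmic 7SK cannot be told apart. Complexes that hold snRNAs in the nucleus could leave them there in either case, which was not tested. Unnamed lncRNA genes ENSG00000282885 and ENSG00000259001 were at 4.54 and 3.88 in the authors' deposited table. GENCODE 44 places RN7SL2 (300 bases) and RPPH1 (333 bases) inside them on the same strand. Whether their counts come from the contained RNAs was not tested.

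Processed pseudogenes, which are retrotransposed copies of mRNAs, had a median log2 fold change of 1.81 over 795 genes, or 1.12 with 398 genes at their bound. Reads of the parent mRNA assigned to the copy are a candidate explanation. The median alone cannot single out such reads, because the paper describes processed pseudogenes as typically without introns. In the length comparison, the 214 protein-coding genes with a single exon block, histone genes left out, had a median of 2.32. Those genes were not matched to the pseudogenes on mean count, and a lack of intronic reads was not tested for the pseudogenes. Across 492 pseudogenes of 284 parents, the fold change followed that of the parent with a Spearman correlation of 0.327 and a permutation p-value of 0.0001 (adjusted over 3 relations 0.0003), the smallest that 10000 permutations of the parents can give. It was 0.228 for the 319 without a ribosomal protein parent (permutation p-value 0.0011, adjusted 0.0011) and 0.328 for the 135 with a mean over 10 (permutation p-value 0.0005, adjusted 0.00075). The 14 pseudogenes inside a protein-coding gene on its strand had a median of -1.57, against 1.85 for the other 781, so reads of host introns may account for some of them. Transcription of the pseudogenes themselves was not tested. Unprocessed pseudogenes had a median of -1.78 over 249 genes, or -0.93 with 95 genes at their bound, and transcribed unprocessed ones had -1.55 over 458 genes, or -1.32 with 93 at their bound.

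If endoplasmic reticulum had been carried along with the nuclei, mRNAs of secretory and membrane proteins would lie below comparable mRNAs. Their median of 0.76 was at percentile 82.1 of 10000 protein-coding lists matched on mean count and intron length, whose medians centred on 0.54. The list was thus not lower, which argues against a large effect of such carry-over on it, unless another property of these mRNAs offset it. A small effect is not excluded.

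The authors' standard errors imply a coefficient of variation between replicates for each gene. Over 5644 genes with a mean over 1000 it had a median of 8.41%. A separate group of 34 genes lay between 19.9% and 34.01%, with no other gene above 12.7%; the limit of 17.3% was chosen after seeing this gap. The authors' software leaves such outlying dispersions unshrunken, which widens the gap. The group includes SNORD3A, RN7SL1, RMRP, MT-ND3 and 3 ribosomal protein genes. A GC content bias that differed between libraries may be involved, since its 28 protein-coding genes had a median GC content of 40.8% against 47.2% for the other 5451, a difference of -6.43 percentage points (permutation p-value 0.00537 of 100000 permutations, unchanged when adjusted over 2 tests). Uneven recovery of short RNAs may account for another portion. Of 33 genes with a length, 5 (15.2%) had under 500 exonic bases against 0.571% of the others (Fisher's exact p-value 1.91e-06, adjusted 3.82e-06, one-sided). That test treats genes as independent. The 5 include RN7SL1 and RN7SL3, of 299 bases each, and the histone genes H4C4 and H2AC12, which belong to gene families, so its p-value is likely too small. Both explanations leave most of the group open. Values per library, which would show which replicate differs, were not used here.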
